A study of Drosophila melanogaster with 6 samples. Its data were reported in "A cis-regulatory element promoting increased transcription at low temperature in cultured ectothermic Drosophila cells" (2021).

How the data were processed

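Transcript levels were measured in HB10 cells, a Drosophila melanogaster line that was derived from embryos in which an activated form of Ras was expressed throughout the body. Culture aliquots were either moved from 24 °C to 14 °C or left at 24 °C, and total RNA was extracted 24 h later. The labels give 3 replicate cultures per temperature, numbered alike in both groups, and each culture was hybridized as Cy3-labelled cRNA to 1 single-colour Agilent Drosophila V2 array, which makes 6 arrays. The arrays lay on 2 slides. Slide 1 carried replicate 1 of both groups, and slide 2 carried replicates 2 and 3 of both groups.

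The authors deposited the scanner output of each array, in which the brightness of a spot is an intensity on a linear scale, not background-corrected in the columns used for the main comparison. Per the file headers, Agilent Feature Extraction 10.7.3.1 was used. The other deposited columns used here were the yes or no flags of this software for control spots, outlier spots, saturated spots and spots well above background, and its own background-corrected intensity (gProcessedSignal), which served as an alternative. The authors also deposited processed values per probe, which were log2 values by comparison with the scanner files, as their scale is not stated with them. They matched 32162 probes, and their fold changes correlated with those computed here with r = 0.999 across tested probes. The methods of the study describe the normexp background correction, quantile normalization, surrogate variable analysis and the median over repeated spots for these arrays.

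Here, intensities were corrected with normexp (offset 50) from the median spot and the median background intensity of all spots. The design had named the mean spot intensity, a column that these files do not hold, so the median spot intensity took its place. Control spots and spots with an outlier flag were then left out, log2 values were quantile-normalized between arrays, and the median was taken over repeated spots of a probe. Of 32162 probes, 22322 were spotted once. A probe was tested where it was well above background on at least 2 of the 3 arrays of at least 1 group, and a probe counted as such on an array where at least 50% of its spots were. For a probe that was well above background on all arrays of 1 group and on none of the other, only a bound was given. The bound is the mean log2 value of the brighter group minus the mean, over the arrays of the dimmer group, of the higher of the lowest value among probes well above background and the probe's own value.

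The groups were compared with limma (lmFit and eBayes, two-sided) on all 6 arrays without covariates, with Benjamini-Hochberg adjustment. Probes and genes were called CoolUp or CoolDown, the study's names for higher or lower transcript levels in the cool, where the adjusted p was under 0.01 and the fold change at least 2. A fold change is 14 °C over 24 °C, and errors of fold changes are standard errors from limma. A gene was represented by its tested probe with the highest mean log2 value over all 6 arrays. Gene sets with at least 3 tested genes were compared with camera from limma (preset inter-gene correlation 0.01, two-sided) at an adjusted p under 0.05. They comprised the 14 lists of genes that the study curated for cellular processes and 7 further lists taken from terms that the study discussed, from the mitochondrial genome and from the heat shock proteins. Genes whose probes responded differently were sought with diffSplice from limma (Simes p per gene, adjusted p under 0.01). A list of 22 genes that the study discussed was tested with limma, adjusted over all tested probes and over the list alone. Part of that list was chosen by the study on these arrays. Groups, tests, lists, thresholds and the rule for naming genes were fixed before the data were examined. R 4.3.3, limma 3.58.1 and the package data.table, version 1.17.8, were used, and the plots were drawn with matplotlib 3.10.9 and pandas 2.3.3.

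By the rule for naming genes, the text gives the 5 largest rises and the 5 largest falls among called genes that were well above background on at least 2 arrays of both groups, were never saturated and had groups that did not overlap. It also gives up to 3 genes each way with only a bound, the genes of the study's list, and the 5 genes with the largest difference between their probes. The scanner files hold probe and transcript identifiers but no gene symbols. Probe names came from the annotation that the study gives, of which only part was read (2745 probes), from a shared transcript identifier (856 probes), and from RefSeq accessions in the Release 6 plus ISO1 MT assembly table (386 probes, 393 of 616 probes with such an accession matched). In all, 3987 probes (12.4%) had a symbol. A gene without a symbol stands under its transcript identifier, so that transcripts of 1 gene can count as several genes, and at most 2 identifiers were printed in each direction. Where few of the largest changes had a symbol, the largest with a symbol were added after the values were seen. No genome coordinates were used here.

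The procedure was tested on simulated data with the 18789 tested probes. Of 200 probes that were given a change, 133 exceeded the fold threshold and 132 of these (99.2%) were called, with 0 calls among unchanged probes. The slope of estimated on true log2 fold changes was 1.01. A shift of -0.30 given to the peroxisome list was found as -0.27, and diffSplice called 49 of 50 genes with 1 shifted probe. With no change simulated, 0 probes, 0 sets and 0 genes with differing probes were called. The noise was drawn independently for each probe on the normalized scale. These runs thus tested neither the correlation between genes nor the normalization. The shifted probes were moved by 1 on the log2 scale, more than the median difference of 0.80 among the genes called in the real data.

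Replicate numbers come from the labels. Deviations from the group means of arrays with the same number correlated across probes with r = 0.200, 0.302 and 0.394, all above 0.1, so the numbers were taken to pair the samples. The methods of the study use no such block, and a fit with the replicate number as a block was therefore an alternative. It called 176 probes and 143 genes.

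The other alternatives were gProcessedSignal minus the 75th percentile of each array, normexp offsets of 0 and 16, median scaling and cyclic loess in place of quantile normalization, the authors' processed values, other filters on dim probes, the mean of repeated spots, a prior variance with an intensity trend, the slide as a block, the first component of the residuals as a covariate in place of surrogate variables, leaving out each array in turn, other thresholds, the mean over the probes of a gene, camera with an estimated correlation, and fry. A median scaling over the spots well above background on all 6 arrays was added after seeing the data, because the first median scaling had given no calls. The number of arrays, 3 per group, limits the precision. The smallest p that an exact test of 3 against 3 arrays can give is 0.1. Arrays of S2R+ cells and the sequencing data of the study were not analysed here.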

Results

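To find out how a shift to cool temperature changes the transcriptome of a cell line other than S2R+, HB10 cells were compared after 24 h at 14 °C or 24 °C. In contrast to the hemocyte-like S2R+ cells, HB10 cells resemble the precursors of adult muscles according to the study. Each of the 6 arrays, 3 per temperature, had 45019 spots, of which 43602 were gene spots. Between 25152 and 25884 gene spots per array (57.7 to 59.4%) were well above background, and 0 were saturated. The 75th percentile of the signal ranged from 923 in replicate 2 at 14 °C to 1684.5 in replicate 1 at 14 °C, and the median background from 35 to 41. Of the 32162 probes, 18789 (58.4%) were tested. They represented 14768 genes, of which 1973 (13.4%) had a symbol.

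Pairwise correlations across tested probes were highest between replicates of the same temperature. Pearson's r was 0.997 to 0.998 within 24 °C, 0.994 to 0.996 within 14 °C and 0.988 to 0.990 between the temperatures, with a mean of 0.989 ± 0.000819 (SD) over 9 pairs of arrays. Probes are not independent replicates, and no test was made of these values. The between-temperature mean moved most with the scanner software's own background-corrected signal, to 0.983. Under median scaling the order did not hold for every pair. There r was 0.987 to 0.997 within 24 °C, 0.992 to 0.995 within 14 °C and 0.977 to 0.990 between the temperatures. The median absolute log2 difference between arrays was 0.08 to 0.09 within 24 °C, 0.14 to 0.17 within 14 °C and 0.17 to 0.20 between temperatures. The first principal component held 62.3% of the variance and separated the groups, with scores from 19.04 to 22.92 at 14 °C and from -21.94 to -19.24 at 24 °C. The second component held 17.8%.

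**Figure D1:**
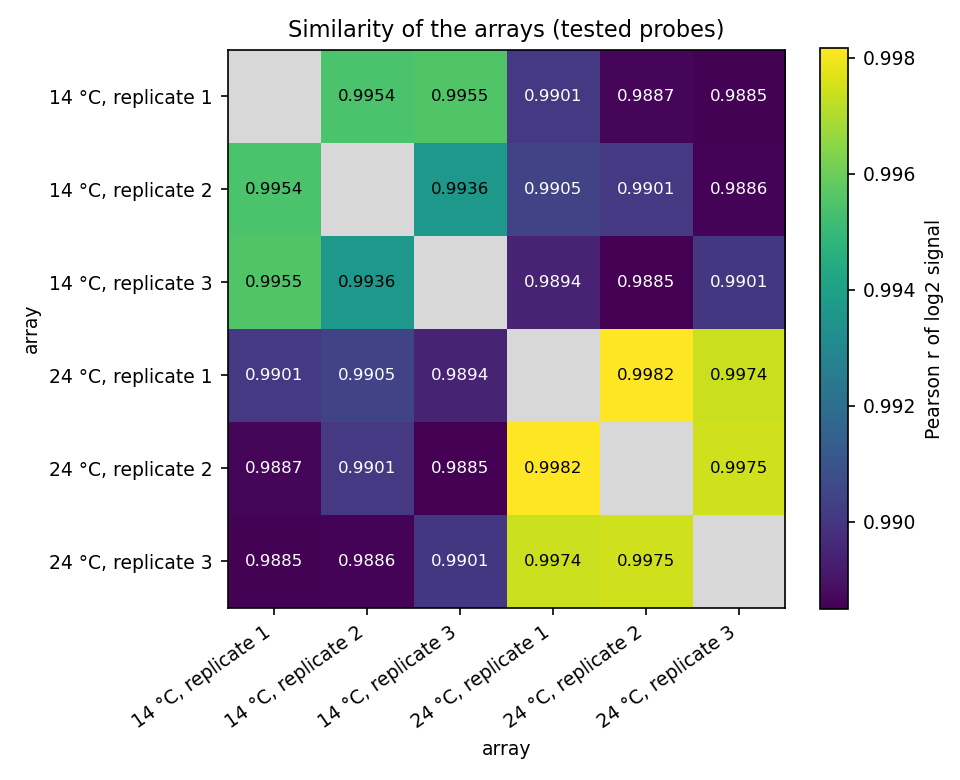
Pearson correlation of log2 signals across tested probes (colour scale, no unit) for each pair of the 6 arrays, which are listed on both axes by temperature and replicate. The arrays at 24 °C lie closest together (r of 0.997 to 0.998), followed by those at 14 °C (0.994 to 0.996), and pairs of different temperatures lie at 0.988 to 0.990.

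Changes of at least 2-fold were limited to a small part of the detected transcripts. In limma, 175 of 18789 probes (0.931%) were called, 111 CoolUp and 64 CoolDown. The count moved most when the minimum fold change was dropped, to 2237 probes, 1151 higher and 1086 lower at 14 °C. Median scaling of the arrays gave 0 calls in limma, with 2334 probes at an unadjusted p under 0.05, whereas quantile normalization gave 6793 such probes. The median standard error of a log2 fold change was 0.09. All 175 called probes had groups that did not overlap, as did 40.6% of the tested probes, where chance gives 10% on average. Probes on the same arrays are not independent, so this share is not a test. With 1 probe per gene, 142 genes were called, 91 CoolUp (64.1%) and 51 CoolDown, and 20 of them had a symbol (13 CoolUp and 7 CoolDown). All 142 genes were well above background on all 6 arrays. Median scaling over spots well above background called 10 of these genes, 4 CoolUp (40%) and 6 CoolDown.

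**Figure D2:**
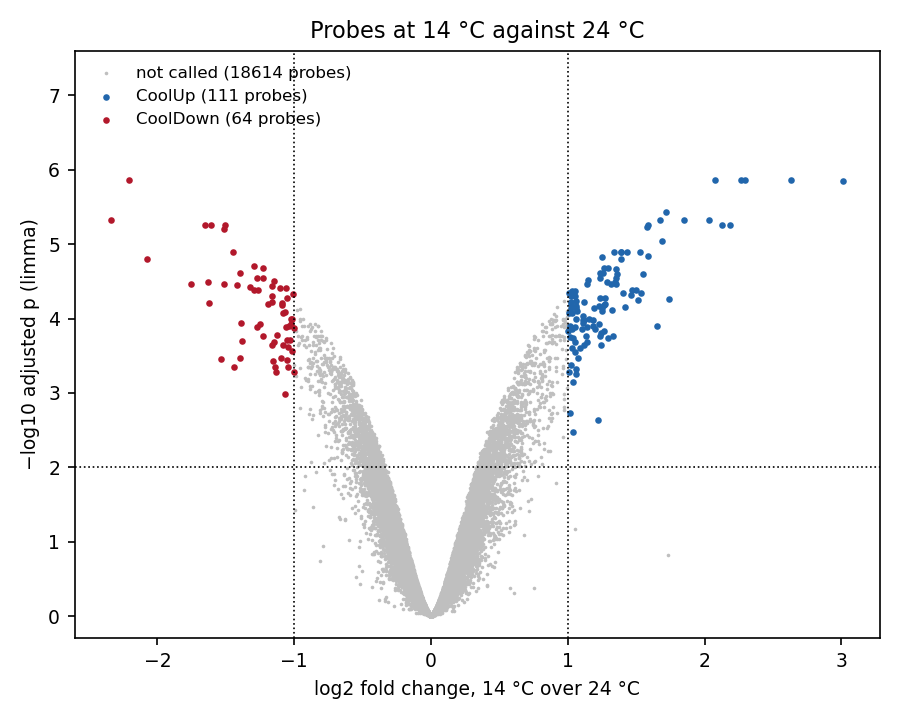
Log2 fold change (14 °C over 24 °C) of each tested probe against the minus log10 of its adjusted p from limma, with CoolUp probes in blue, CoolDown probes in red and the thresholds as dotted lines. The 111 CoolUp and 64 CoolDown probes reach log2 fold changes of 3.01 and -2.34, while most tested probes stay inside the thresholds.

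Among the 5 largest rises, asRNA:CR43465 led with 10.95 ± 0.23 (log2, mean ± SD, n = 3) at 14 °C against 7.93 ± 0.05 at 24 °C. This is a log2 fold change of 3.01 (SE 0.11) or 8.07-fold, with an adjusted p of 9.14e-07 in limma. The next rises were those of the transcript FBtr0077047, by 2.63 (6.21-fold, adjusted p 8.39e-07), and of AT26009, by 2.29 (4.90-fold, adjusted p 8.50e-07). The fifth was 2.08. The largest falls concerned the transcripts FBtr0071821, with 11.43 ± 0.20 at 14 °C against 13.77 ± 0.09 at 24 °C and a log2 fold change of -2.34 (SE 0.11, adjusted p 3.04e-06), and FBtr0078179 with -2.21 (adjusted p 8.39e-07). The third was that of CG3902, with 9.55 ± 0.25 against 11.31 ± 0.06 and -1.75 (SE 0.12, adjusted p 2.83e-05), and the fifth was -1.63. Only 1 of the 5 genes in each direction had a symbol, and the following genes were added after their values were seen, as the largest changes with a symbol. CG9743 rose by 1.85 (3.61-fold), CG34328 by 1.67 (3.18-fold), lncRNA:CR43264 by 1.65 (3.14-fold) and CAH1 by 1.24 (2.36-fold). Hsp23 fell by 1.53, CG34330 by 1.42, CG1621 by 1.16 and Hsp67Ba by 1.09, with adjusted p from 2.83e-05 to 0.000292 in limma. The call of Hsp67Ba was lost when its probes were averaged (-0.96). All 14 genes and transcripts given here kept their direction under the 23 alternatives tried, but all 14 lost their calls under median scaling and 11 under median scaling over spots above background.

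**Figure D3:**
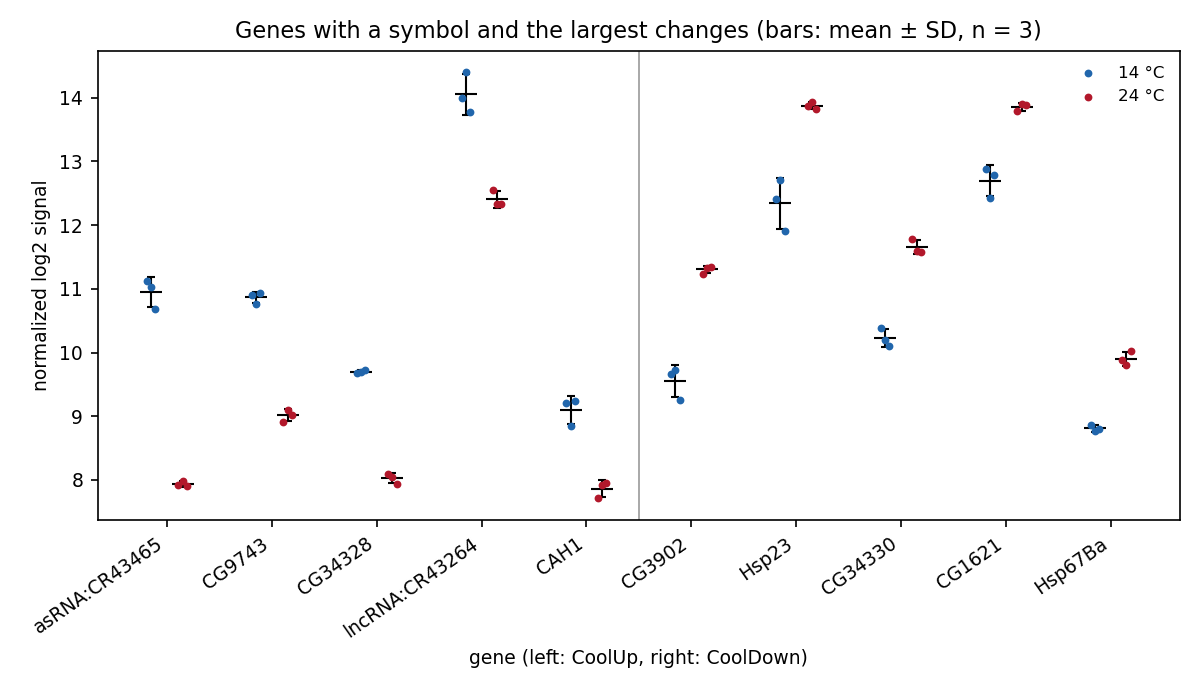
Normalized log2 signal of each array (points, 14 °C in blue and 24 °C in red) with the mean and SD (bars, n = 3) for the 5 CoolUp and the 5 CoolDown genes with a symbol and the largest changes. The groups of all 10 genes lie apart, from asRNA:CR43465 (10.95 against 7.93) to Hsp67Ba (8.81 against 9.90).

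No called gene was above background in only 1 group. In limma, 81 genes were well above background on all arrays at 14 °C and on none at 24 °C, of which 0 were called, 11 had an adjusted p under 0.01 and 50 an unadjusted p under 0.05. In the opposite direction there were 63 such genes, of which 0 were called, 11 had an adjusted p under 0.01 and 42 an unadjusted p under 0.05. The largest bounds were 1.58-fold for a higher level at 14 °C and 1.70-fold for a higher level at 24 °C. For both of these the dimmer group was itself above the lowest signal that counted as above background, so that the bound equals the measured difference and has its standard error (0.09 and 0.07, log2). Of the 3 largest bounds in each direction, only that of loopin-1 belonged to a gene with a symbol. For this gene the bound was 1.55-fold, with the higher level at 14 °C (7.48 ± 0.17 against 6.84 ± 0.14, log2, n = 3). This bound, 0.63 on the log2 scale, is close to the measured difference of 0.64 (SE 0.11). These bounds allow for the background only and not for the spread between replicates, so that smaller differences are not excluded.

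Genes that the study discussed were then examined, including genes it listed as CoolUp in both HB10 and S2R+ cells and reference genes of its qRT-PCR. Of 22 genes, 11 could be linked to a probe by name and 10 were tested. The probe of srp was well above background on 0 arrays. In limma 0 of the 10 genes were called, over all tested probes as well as adjusted over the list alone, while 3 had an adjusted p under 0.01 in both ways and 6 an unadjusted p under 0.05. The number called moved most when the minimum fold change was dropped, to 3. As part of the list was chosen by the study on these arrays, the list is not independent evidence. All 3 were among the 4 tested genes of the shared CoolUp list. The insulin-like receptor gene InR rose by 0.92 (SE 0.11, 1.89-fold, adjusted p 0.000508, adjusted over the list alone 5.65e-05), and its 6 probes rose by 0.34 to 0.92. The tubulin gene betaTub97EF rose by 0.97 (1.95-fold, adjusted p 0.000106) and Hnf4 by 0.57 (1.49-fold, adjusted p 0.00135). Single arrays decided the side of the fold threshold: InR reached 1.02 without replicate 1 at 24 °C, and betaTub97EF reached 1.01 without replicate 2 at 14 °C, 1.01 without replicate 3 at 24 °C and 1.01 with the scanner software's corrected signal. Pdk1, the fourth gene of the shared list, rose by 0.35 (adjusted p 0.0881), and its other probes by 0.28 to 0.53, of which the largest change had an adjusted p of 0.00171.

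The other genes of the list stayed under the threshold. The Ets factor genes pnt and Ets97D had log2 fold changes of 0.23 and -0.22, and twi, a marker of muscle precursors, had -0.25. Among the genes used as references or taken as insensitive to temperature in S2R+ cells, alphaTub84B had 0.03, sqh -0.04 and Tbp -0.21. The signs of small changes depended on the scaling. Under median scaling, which raised the median of all genes by 0.42, Ets97D had 0.42, twi 0.48, Tbp 0.51 and sqh 0.74, with standard errors of 0.39 to 0.45. Under the scaling over spots above background, which changed that median by -0.16, only sqh (0.16, SE 0.15) turned among these 4 genes. Relative to the median of all genes, both scalings give the same values by construction, since they differ only by a constant per array. These were -0.0031 for Ets97D, 0.06 for twi, 0.09 for Tbp, 0.32 for sqh, 0.44 for alphaTub84B and 0.49 for pnt. Without replicate 2 at 14 °C, alphaTub84B turned to -0.04 and sqh to 0.01. Leaving out each array in turn gave 0.09 to 0.31 for pnt and -0.37 to -0.11 for Ets97D. It gave -0.33 to -0.15 for twi and -0.27 to -0.17 for Tbp. The other probes of alphaTub84B had -0.25 and -0.23, and those of Ets97D 0.05 and 0.00, each within 2-fold.

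To see whether genes of a common function moved together, 21 lists were examined, of which 20 could be tested. The list for the V-type ATPase had 2 tested genes and was left out. The lists are not independent of each other: the 6 genes of the MCM complex and the 6 of the origin recognition complex are also in the S phase list, the 4 of the Ndc80 complex in the M phase list and the 9 of the mitochondrial genome in that of oxidative phosphorylation, which shares 4 genes with the tricarboxylic acid cycle. Camera called 12 lists at an adjusted p under 0.05, all with lower levels at 14 °C. These calls rest on the preset correlation between genes: all 12 held under fry, which called 17, but with an estimated correlation 0 lists were called, and 4 had an unadjusted p under 0.05 there. Scaling moved them as well. Relative to the median of all genes the list means are the same under both scalings by construction, since these differ only by a constant per array. The 2 scalings are thus not separate evidence for these relative means. The 85 genes of oxidative phosphorylation had a mean log2 fold change of -0.30 (78 lower, camera adjusted p 1.52e-12), which was -0.03 relative to all genes under the median scalings. The 66 genes of mitochondrial ribosomes had -0.26 (61 lower, adjusted p 3.07e-10), and -0.05 relative to all genes under these scalings. All 20 genes of the tricarboxylic acid cycle were lower, with a mean of -0.35 (adjusted p 7.34e-06), and -0.10 relative to all genes under these scalings. Camera still called oxidative phosphorylation (adjusted p 0.00919, over all alternatives from 3.45e-19 to 0.981) and mitochondrial ribosomes (0.00508, over all alternatives from 4.68e-16 to 0.986) lower under the scaling over spots above background, but not under median scaling of all spots. In each of these 3 lists the 3 array means at 14 °C were below the 3 at 24 °C.

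Heat shock protein genes fell by 0.74 on average, with 10 of 10 tested genes lower (adjusted p 5.15e-07) out of 16 listed, and by their mean relative to all genes of -0.54 they were also lower under both median scalings. Their mean level was 11.80 ± 0.07 (SD, n = 3) at 14 °C and 12.55 ± 0.02 at 24 °C. The 7 tested genes for the degradation of branched amino acids, out of 16 listed, were all lower, with -0.64 (adjusted p 0.000255) and -0.43 relative to all genes under these scalings. Camera called this list under the scaling over spots above background (adjusted p 0.0101) but not under median scaling (0.151). Its median was -0.49, and it includes CG3902 (-1.75). It shares 2 genes with beta oxidation, 2 with amino acid catabolism and 1 with the tricarboxylic acid cycle. Smaller differences were found for the 6 genes of the MCM complex (-0.29, adjusted p 0.0165, and -0.02 relative to all genes under the median scalings) and for 19 genes of amino acid catabolism (-0.18, adjusted p 0.0233, and -0.07 relative to all genes). Amino acid catabolism lost its call without replicate 3 at 14 °C (adjusted p 0.160, over all alternatives from 0.00588 to 0.993), and the MCM complex without replicate 2 at 14 °C (adjusted p 0.0504, over all alternatives from 0.00131 to 0.993).

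Other lists were lower with quantile normalization, while camera gave them the other direction under median scaling. It called none of them there (adjusted p 0.257 to 0.981). These were S phase (37 genes, -0.16, adjusted p 0.00314), glycolysis (16 genes, -0.24, adjusted p 0.00761), M phase (34 genes, -0.11, adjusted p 0.0405), peroxisome (24 genes, -0.12, adjusted p 0.0411) and the origin recognition complex (6 genes, -0.23, adjusted p 0.0411). Under both median scalings their means relative to all genes were 0.07, 0.06, 0.11, 0.09 and -0.02, respectively. With the replicate number as a block, peroxisome and the origin recognition complex had an adjusted p of 0.0565 and were not called. Both also lost their calls with the first residual component as a covariate (0.0543). The origin recognition complex did so too with the intensity trend (0.0545) and with the mean over the probes of a gene (0.138). Single arrays decided the calls of 3 of these lists. M phase lost its call without replicate 3 at 14 °C (adjusted p 0.124), replicate 2 at 24 °C (0.0512) or replicate 3 at 24 °C (0.0576). The call of peroxisome was lost without replicate 2 at 14 °C (0.0571), replicate 3 at 14 °C (0.160), replicate 2 at 24 °C (0.0589) or replicate 3 at 24 °C (0.0576). That of the origin recognition complex was lost without replicate 1 at 14 °C (0.0679), replicate 2 at 14 °C (0.0910), replicate 2 at 24 °C (0.0660) or replicate 3 at 24 °C (0.0746). Over all alternatives, the adjusted p ranged from 0.00672 to 0.789 for M phase, from 0.00815 to 0.833 for peroxisome and from 0.00865 to 0.981 for the origin recognition complex. Of 23 alternatives, 7 lost the call of M phase, 11 that of peroxisome and 13 that of the origin recognition complex. A further 2, 1 and 1 turned the direction.

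The remaining 8 lists were not called by camera. Mean log2 fold changes were 0.20 for lipid metabolism (adjusted p 0.130), 0.09 for the proteasome (0.0855), 0.09 for autophagy (0.252) and 0.08 for insulin and TOR signaling (0.260), and -0.18 for beta oxidation (0.0974). Fry called these 5 lists. Camera called beta oxidation lower without replicate 1 at 14 °C (adjusted p 0.0469) and with no filter on dim probes (0.0437, over all alternatives from 0.0209 to 0.840), and the proteasome higher with no filter on dim probes (0.0205, over all alternatives from 1.38e-07 to 0.228). Under both median scalings camera called the proteasome, autophagy and insulin and TOR signaling higher, with means relative to all genes of 0.42, 0.31 and 0.29. Over all alternatives the adjusted p ranged from 0.00919 to 0.560 for autophagy and from 0.00552 to 0.585 for insulin and TOR signaling. The 4 genes of the Ndc80 complex had -0.08 (0.421), with the opposite direction in camera under median scaling. The 78 genes of cytoplasmic ribosomes had 0.01 (0.746), and 0.37 relative to all genes under both median scalings, where they were called higher. Their mean was -0.01 without replicate 2 at 14 °C and -0.01 without replicate 3 at 24 °C. The mean of the 9 transcripts of the mitochondrial genome was 0.17 (0.405) and their median 0.03.

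**Figure D4:**
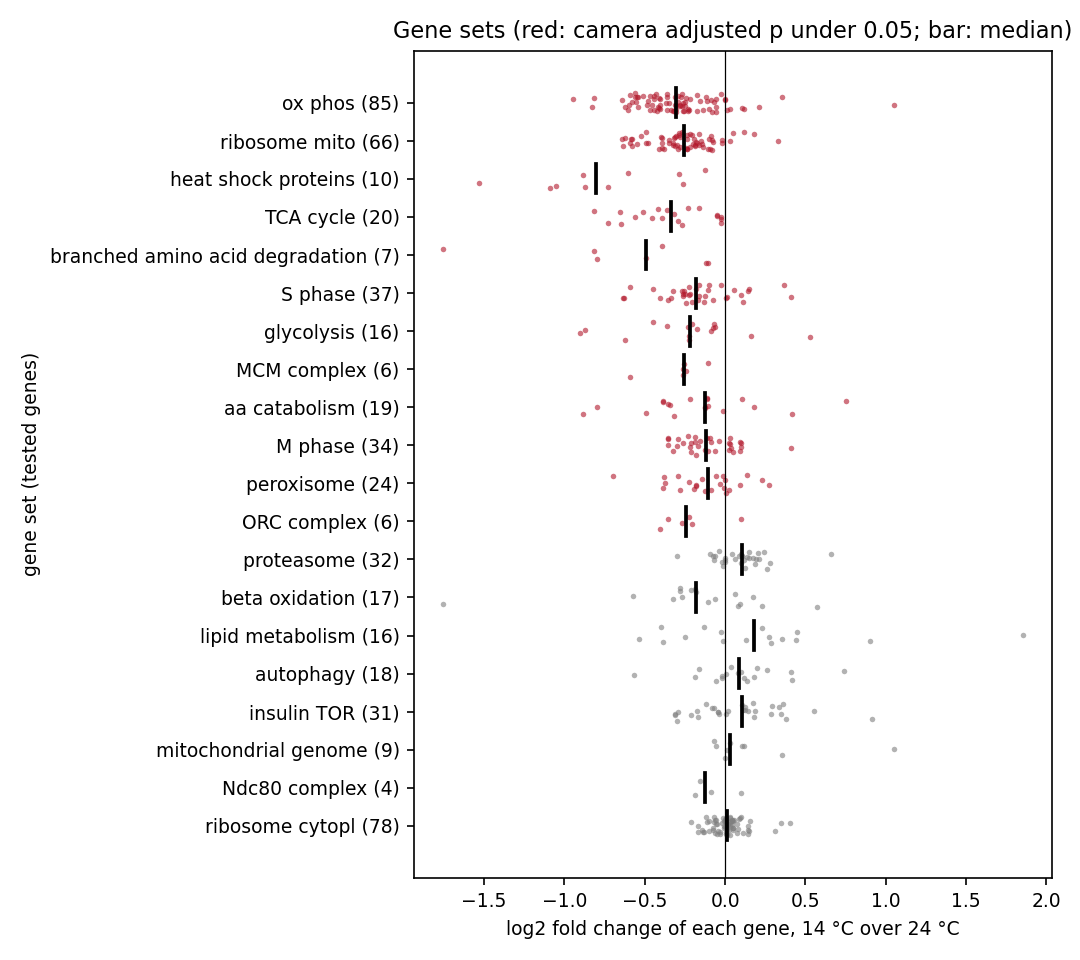
Log2 fold change (14 °C over 24 °C) of each tested gene (points) and the median (bar) of the 20 tested lists, with the number of genes in brackets and the lists called by camera in red. The medians of the 12 called lists lie between -0.80 and -0.11. Under median scaling camera gave the other direction, without a call, for S phase, M phase, glycolysis, peroxisome and the origin recognition complex (ORC). It did so too for the Ndc80 complex, which was not called with quantile normalization either.

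In S2R+ cells the study observed that probes of a gene for different transcript ends can respond differently to temperature. In HB10 cells, diffSplice called 66 of 3195 genes with several tested probes (2.07%), 16 of them with a symbol. For genes without a symbol, only probes under the same transcript identifier were compared. Probes of different transcripts of such a gene were left apart, so the count does not measure how often transcript ends differ. The count moved most under median scaling, with 0 genes called by diffSplice and 90 at an unadjusted p under 0.05, against 411 with quantile normalization. Without single arrays it was 24 (replicate 1 or replicate 2 at 24 °C), 28 (replicate 3 at 24 °C) and 29 (replicate 1 at 14 °C) at the lower end, and 81 without replicate 3 at 14 °C. The log2 fold changes of the extreme probes of a gene differed by 0.47 to 2.35, with a median of 0.80. They had opposite signs in 40 genes, and in 6 of these both probes passed an adjusted p of 0.01 in limma. As only 1 of the 5 genes with the largest difference had a symbol, the others given here were chosen after their values were seen. For Ucrh, 1 probe rose by 1.25 (SE 0.12, adjusted p 0.000155) and another by 0.99, while the third had -0.45 (SE 0.09, adjusted p 0.00655). A probe of RpLP1 rose by 1.39 while the other had 0.01, and the probes of mim had 1.25 and 0.02. Opposite signs were found for CG42336 (0.76 and -0.45) and CG5976 (0.70 and -0.39). The probes of all 5 genes were assigned through names and identifiers, and their positions in the transcripts were not analysed here. Under both median scalings none of the 5 genes was called by diffSplice.

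**Figure D5:**
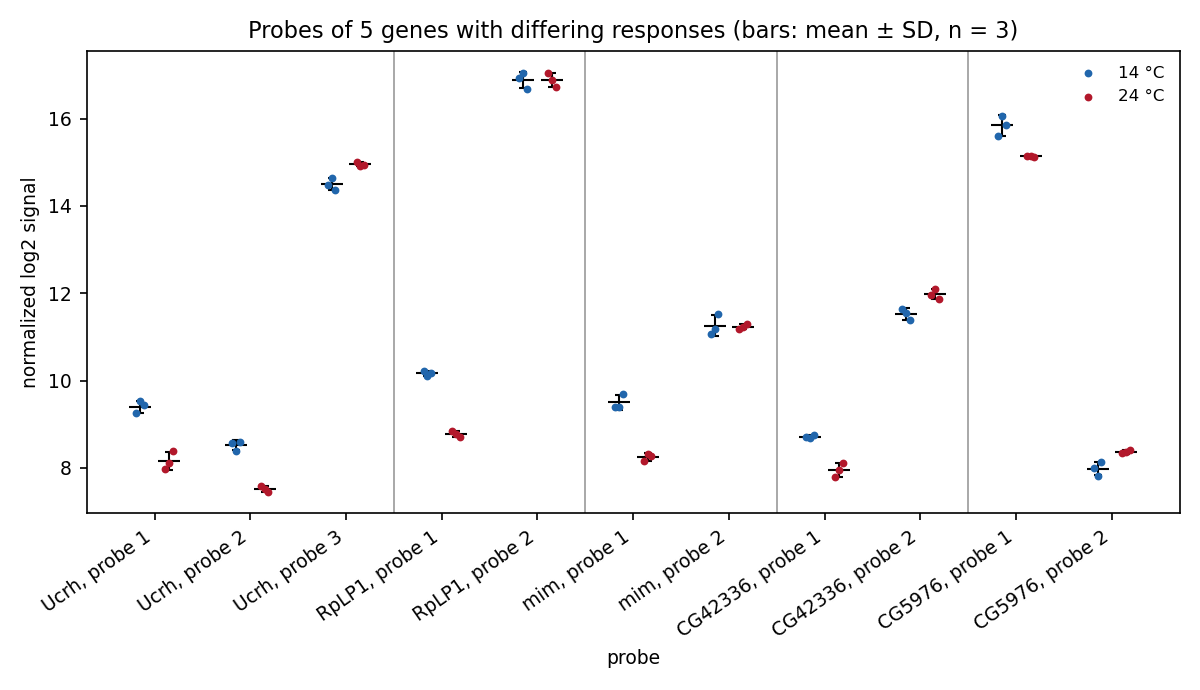
Normalized log2 signal of each array (points, 14 °C in blue and 24 °C in red) with the mean and SD (bars, n = 3) for each probe of 5 genes, where only the change of a probe can be read and not its level against another probe. For Ucrh, the probes with changes of 1.25 and 0.99 are higher at 14 °C and the one with -0.45 is lower.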

Values the study reported

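For S2R+ cells analysed with microarrays, the study counted 698 CoolUp genes (9%) and 1287 CoolDown genes (18%) among 7350 clearly expressed genes, with a fold change of at least 2 and a false discovery rate under 0.01. These counts compared the mean of cool temperatures with that of warm ones in another cell line, and are thus not the same measure as counts in HB10 cells. For the comparison of S2R+ with HB10 cells, the study gave an overlap of 20% among the top 300 CoolUp and CoolDown genes, which fell to 1% when adult males were required to respond as well. It counted 61 genes as CoolUp in both cell lines.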

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

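The median scaling over the spots well above background on all 6 arrays was chosen only after the result of the first median scaling had been seen. All other alternatives were fixed beforehand.

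The 14 named genes and transcripts kept their direction under all 23 alternatives, and 14 of 14 kept their calls under all but 3 of them. The exceptions were median scaling (14 calls lost), median scaling over spots above background (11 lost) and the mean over the probes of a gene (1 lost). Without single arrays, 170 to 191 probes, 134 to 156 genes, 9 to 12 gene lists and 0 to 1 genes of the study's list were called, also adjusted over the list alone (0 to 1). The counts of genes whose probes differ ranged from 24 to 81.

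With the corrected signal of the scanner software (gProcessedSignal minus the 75th percentile), 707 probes, 586 genes, 41 genes whose probes differ and 1 gene of the study's list were called, the last also adjusted over the list alone (1). The calls included 171 of the 175 probes and 141 of the 142 genes, but only 31 of the 66 genes whose probes differ. The cause was not tested. A normexp offset of 0 gave 290 probes and 232 genes, as an offset shrinks the changes of dim probes. An offset of 16 gave 230 probes and 187 genes. With no minimum fold change, 2237 probes, 1976 genes and 3 genes of the study's list (3 adjusted over the list alone) passed. The mean correlation between the temperatures was 0.983 with gProcessedSignal and 0.985 with median scaling.

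Median scaling gave 0 probes, 0 genes and 0 genes whose probes differ in limma, with 2334, 1903 and 90 at an unadjusted p under 0.05. It called 5 lists, of which the heat shock proteins were lower and the cytoplasmic ribosome, proteasome, autophagy and insulin and TOR lists were higher. In camera, S phase (0.49), M phase (0.53), glycolysis (0.48), peroxisome (0.51), ORC complex (0.40) and Ndc80 complex (0.42) changed direction, as did study gene Ets97D (0.42), study gene Tbp (0.51), study gene sqh (0.74) and study gene twi (0.48). These log2 changes include the shift of 0.42 in the median of all genes. The median scaling over spots above background gave 0 probes (4055 at an unadjusted p under 0.05), 10 genes (all among the 142), 8 lists, 6 genes whose probes differ and 2 genes of the study's list adjusted over the list alone. The camera direction of M phase changed there, although its mean stayed negative (-0.0516), and study gene sqh (0.16) changed direction. Each lost call of a probe or gene missed the adjusted p. Of these, 57 of 175 probes and 45 of 142 genes were also under 2-fold with median scaling, as were 43 of 175 probes and 35 of 132 genes with the scaling over spots above background. The median standard error of the 142 genes was 0.35 and 0.16 under these scalings, against 0.09 with quantile normalization, but the effects of this error and of the shift in all genes on the calls were not separated.

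Cyclic loess turned the camera direction of the cytoplasmic ribosome list, with a mean of 0.0229. Without single arrays the mean of this list ranged from -0.0109 to 0.0375, that of study gene alphaTub84B from -0.0447 to 0.10 and that of study gene sqh from -0.12 to 0.0101. The cause of these turns was not tested, but all of these values are close to 0. The slide as a block gave 41 genes whose probes differ, all among the 66, and the first residual component gave 105, which included all 66. The cause was not tested. Camera with an estimated correlation called 0 lists (4 at an unadjusted p under 0.05). The cause was not tested.

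Of the 20 lists, fry changed no direction, called 5 more and lost 0. Offset 0, offset 16 and the filter that required all 6 arrays above background each called 9 lists, all among the 12, as did leaving out replicate 2 or 3 of either temperature. No filter on dim probes called 14 lists. With the replicate block, peroxisome and the ORC complex lost their calls, and apart from the 176 probes, 143 genes and 77 genes whose probes differ that it called, it changed no other call of a list, a named gene or a gene of the study's list. The prior with an intensity trend was not run for genes whose probes differ, since diffSplice does not use it. Median signals of 105 to 143 over a background of 35 to 41 limit what dim spots can show, and 57.7 to 59.4% of the gene spots were well above background.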

Other observations

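The tests of a single array, of array-wide brightness, of a fall common to both genomes and of the dimmer probe were chosen only after the results they concern were seen.

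Among the 10 splits of the 6 arrays into groups of 3, the real split alone gave 175 called probes, 142 called genes and 66 genes whose probes differ, and each other split gave 0. For gene lists, the real split gave 12 calls and the next highest 10, in a split that also parted all pairs of arrays with the same replicate number. Of the 10 splits, 4 part all 3 pairs and the others part 1 pair. For each of these counts 1 split of 10 was as large, the real one. For called genes of the study's list, all 10 splits gave 0. As 10 splits allow no share below 0.1, the splits alone cannot exclude chance for any of these counts. The groups lay apart in 40.6% of the tested probes, where chance gives 10% on average, and simulated arrays without a change gave 0 called probes. Neither value goes beyond this limit. Probes on the same arrays are correlated, and the simulated noise was independent between probes.

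Arrays at 14 °C differed more from each other than arrays at 24 °C. The median SD of a probe was 0.13 at 14 °C and 0.07 at 24 °C, a ratio of 1.74. The tables argue against several explanations. A single array out of line does not account for it, as the closest pair of 14 °C arrays still differed 1.51 times as much as the farthest pair of 24 °C arrays. Noise of dim probes would vanish in bright ones, but the ratio was 2.02 in the brightest group of probes and 1.22 in the dimmest. Cultures that differed only in the size of a common response would deviate along the fold changes, and removing that deviation left a ratio of 1.73. Transient changes, which the study saw in S2R+ cells, need not follow these fold changes. Cultures at different stages of a response thus stay open. Differences in brightness across whole arrays would be taken out by cyclic loess, after which the ratio was 2.004. The ratio was 1.89 with the scanner software's signal scaled to its 75th percentile, so that quantile normalization is not needed for it. It was 0.44 under median scaling and 1.14 under median scaling over spots above background, where the median SD was larger in both groups (0.26 at 14 °C and 0.59 at 24 °C under the first, 0.21 and 0.18 under the second), so the pattern is not seen on every scale. A greater variability of cultures in the cool, and differences in RNA quality or labelling between extractions, also stay open, and neither was tested.

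Nuclear genes of oxidative phosphorylation fell at 14 °C, and transcripts of the mitochondrial genome did not follow them, with a median log2 fold change of -0.33 over 76 nuclear genes (75 lower) against 0.03 over 9 mitochondrial transcripts (3 lower). Under median scaling the mean of the whole list was 0.39 while the median of all genes was 0.42, so only the difference between the classes is considered. Compression of bright signals would hide a fall in the mitochondrial transcripts, but the 9 brightest nuclear genes of the list, with levels from 15.33 to 16.97, fell as well (median -0.30, 9 of 9 lower). A fall common to both genomes would leave the difference between the classes within an array unchanged. The difference of the median levels, the first measure taken, was 2.13 ± 0.606 (SD, n = 3) at 14 °C and 1.77 ± 0.141 at 24 °C (exact permutation p = 0.5, two-sided), but it mixes probes of very different levels. With each gene centred first, a measure chosen because the first left the question open, it was 0.245 ± 0.0315 against -0.202 ± 0.0802, a change of 0.447 with no overlap between the groups (exact permutation p = 0.1, two-sided, the smallest that 3 against 3 arrays can give). The difference of the means over genes, added later, changed by 0.525 (exact permutation p = 0.1, two-sided), and the centred measure changed by 0.405 to 0.482 under other normalizations. Of the 9 mitochondrial transcripts, 6 lay more than 3 standard errors above the median of the nuclear genes. These values argue against a fall of the same size in both classes, with only the first measure leaving it open. They show unequal change and not that the mitochondrial transcripts stayed constant. A different yield or labelling of mitochondrial RNA in the cool and a separate response of the genomes both stay open, and neither was tested.

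In 66 genes the probes of a gene responded differently to temperature. Compression of the dimmer probe toward no change could produce this, but would leave the dimmer probe with the smaller change and would not turn its sign. In 27 of the 66 called genes, however, the dimmer of the extreme probes changed more by over 3 standard errors (23 genes) or both probes passed the adjusted p of 0.01 in opposite directions (6 genes), which argues against it for these genes. It stays open for the other 39 genes. Over all 66 genes the dimmer probe had the smaller change in 37 (56.1%, 95% exact binomial interval 43.3 to 68.3%, exact p = 0.389, two-sided). Compression of the brighter probe, different transcript ends, signals from other transcripts and wrong assignments of probes to genes also stay open.

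The spiked-in control transcripts of the array system (E1A) offer a view of the array-wide signal. Relative to the mean of 7 control probes of 10, chosen for a mean log2 level above 6, the 75th percentile of gene spots was -1.21, -2.17 and -1.87 in replicates 1, 2 and 3 at 14 °C and -1.995, -1.83 and -1.91 at 24 °C. The means were -1.75 ± 0.495 (SD, n = 3) and -1.91 ± 0.0828, a difference of 0.16 that was smaller than the spread at 14 °C (exact permutation p = 0.8, two-sided).

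The study described cell cycle genes of HB10 cells as not reduced at 14 °C. Here the S phase and M phase lists had small negative means (-0.16 and -0.11). They were called by camera and by fry (fry adjusted p 0.00259 and 0.00806), but not with an estimated correlation (adjusted p 0.121 and 0.228). Their direction turned under median scaling (0.49 and 0.53, with a shift of 0.42 in all genes). Under median scaling over spots above background the camera direction turned only for M phase. Both means stayed negative there (-0.09 for S phase and -0.0516 for M phase). Relative to the median of all genes they were 0.07 and 0.11. Neither was called there (camera adjusted p 0.789 for each). Over all alternatives the adjusted p ranged from 0.00011 to 0.789 for S phase and from 0.00672 to 0.789 for M phase. The difference from the study's description thus depends on the set test and on the scaling. Genes of cytoplasmic ribosomes, described by the study as slightly lower in the cool, had a mean of 0.01 here and were called higher under both median scalings.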
